# Comprehensive analysis of RNA-seq data reveals the complexity of the transcriptome in *Brassica rapa*

**DOI:** 10.1186/1471-2164-14-689

**Published:** 2013-10-07

**Authors:** Chaobo Tong, Xiaowu Wang, Jingyin Yu, Jian Wu, Wanshun Li, Junyan Huang, Caihua Dong, Wei Hua, Shengyi Liu

**Keywords:** *Brassica rapa*, RNA-seq, Alternative splicing, Transcriptome

## Abstract

**Background:**

The species *Brassica rapa* (2n=20, AA) is an important vegetable and oilseed crop, and serves as an excellent model for genomic and evolutionary research in *Brassica* species. With the availability of whole genome sequence of *B. rapa*, it is essential to further determine the activity of all functional elements of the *B. rapa* genome and explore the transcriptome on a genome-wide scale. Here, RNA-seq data was employed to provide a genome-wide transcriptional landscape and characterization of the annotated and novel transcripts and alternative splicing events across tissues.

**Results:**

RNA-seq reads were generated using the Illumina platform from six different tissues (root, stem, leaf, flower, silique and callus) of the *B. rapa* accession Chiifu-401-42, the same line used for whole genome sequencing. First, these data detected the widespread transcription of the *B. rapa* genome, leading to the identification of numerous novel transcripts and definition of 5'/3' UTRs of known genes. Second, 78.8% of the total annotated genes were detected as expressed and 45.8% were constitutively expressed across all tissues. We further defined several groups of genes: housekeeping genes, tissue-specific expressed genes and co-expressed genes across tissues, which will serve as a valuable repository for future crop functional genomics research. Third, alternative splicing (AS) is estimated to occur in more than 29.4% of intron-containing *B. rapa* genes, and 65% of them were commonly detected in more than two tissues. Interestingly, genes with high rate of AS were over-represented in GO categories relating to transcriptional regulation and signal transduction, suggesting potential importance of AS for playing regulatory role in these genes. Further, we observed that intron retention (IR) is predominant in the AS events and seems to preferentially occurred in genes with short introns.

**Conclusions:**

The high-resolution RNA-seq analysis provides a global transcriptional landscape as a complement to the *B. rapa* genome sequence, which will advance our understanding of the dynamics and complexity of the *B. rapa* transcriptome. The atlas of gene expression in different tissues will be useful for accelerating research on functional genomics and genome evolution in *Brassica* species.

## Background

The species *Brassica rapa* (2n=20, AA) includes several subspecies providing human nutrition in the form of leafy, root and stem vegetables and edible oil. It also represents the origin of the *Brassica* 'A’ genome and contributes to other cultivated oilseed crops of *Brassica* allopolyploids: *B. napus* (AACC) and *B. juncea* (AABB) [1]. Therefore, *B. rapa* has great potential as a model for genomic and evolutionary research in *Brassica* species. Over the past decade, a growing number of genomic resources for *B. rapa* have become available [2-5], in particular the whole genome sequence of *B. rapa* accession Chiifu-401-42, an inbred Chinese cabbage line, which was published in late 2011 [6].

With the availability of the *B. rapa* genome sequence [6], it is essential to further identify and determine the activity of all functional elements on a genome-wide scale. For this purpose, a comprehensive analysis of the transcriptome is required to reveal potentially transcribed regions and understand expression patterns of the entire *B. rapa* gene model sets across tissues. High-throughput RNA-seq technology represents a powerful and cost-efficient tool for transcription profiling [7]. First, it can detect and quantify gene expression with digital measurements, and is especially sensitive for low-expressed genes [8]. Second, it allows researchers to improve gene annotation by extending transcriptional boundaries of genes and permits the discovery of novel genes or transcripts [9]. Third, the most attractive advantage is that RNA-seq can survey alternative splicing (AS) events at single nucleotide resolution [10-13]. In addition, RNA-seq data show a high level of reproducibility in both technical and biological replicates [14].

In this study, we generated RNA-seq data from six different tissues (root, stem, leaf, flower, silique and callus) of the *B. rapa* accession Chiifu-401-42, which was the reference line used for whole genome sequencing [6]. By performing a comprehensive analysis of these RNA-seq data from various tissues, our goals were: (i) to identify actively transcribed regions in the *B. rapa* genome, including annotated coding sequences and novel transcribed regions (NTRs); (ii) to unveil the transcriptome dynamics of *B. rapa* gene models, and identify candidate genes that are conserved, specific, or show correlated expression across tissues; and (iii) study the AS of *B. rapa* genes and investigate whether 'AS-preferred’ genes are enriched in certain functional categories or are associated with particular gene structure, such as short introns.

## Results and Discussion

### Generation, mapping, and assessment of RNA-seq reads

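RNA from 6 tissues of the accession Chiifu-401-42 gave 8 samples, 2 each of root and leaf and 1 each of stem, flower, silique and callus. Root, stem and leaf came from plants of 7 weeks and siliques were taken 15 days after pollination. The paper's methods give a growth temperature of 22°C, whereas the labels of the deposited samples give 15 to 25°C for the plants and 25°C for the callus. The authors deposited one FPKM value per gene and sample, with the lower and upper bound of its 95% confidence interval, for 38200 gene models. Per the paper's methods, reads were trimmed and filtered, mapped with TopHat and quantified with Cufflinks from uniquely mapped reads. The table holds FPKM and no read counts, gives gene positions on 423 scaffolds, and names no tool. The width of each interval was used to derive the number of fragments behind a value, and between 87.6% (root 1) and 92.6% (leaf 2) of the values below 200 fragments came out whole to within 0.05. Summed over genes, these implied fragments numbered 16417290 in root 1, 8735325 in root 2, 16193307 in leaf 1, 10213543 in leaf 2, 8821452 in stem, 9119420 in flower, 7933673 in silique and 8667095 in callus. The paper's Table S2 gives another depth, for reads in place of fragments: its uniquely mapped reads are 19684052 in root 1, 44659321 in root 2, 18658791 in leaf 1, 42082238 in leaf 2, 44014484 in stem, 19358217 in flower, 13390844 in silique and 17455310 in callus. The values below rest on the deposited FPKM. Per the paper's methods, the 2 samples of root and of leaf came from different batches of plants, so the spread between them includes the batch, and the other tissues have no replicate. FPKM is scaled by the fragments of a sample, so a gene that takes a large share of them lowers the others. The 4 genes with the highest FPKM held 9.58% of the implied fragments in callus, 6.55% in silique and 5.73% in leaf 2, against 0.837% in root 1.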

Paired-end RNA-seq reads of 90 bp in length were generated from six major organs or tissues of *B. rapa* including root (two samples), stem, leaf (two samples), flower, silique and callus. The base quality of RNA-seq reads was checked and analyzed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (in Additional file 1: Figure S1 and Figure S2). We used relatively stringent criteria for quality control by removing the pair-end reads containing Ns or those where the number of bases whose PHRED-like score was less than 20 exceeded 10% (see *Methods*, in Additional file 1: Figure S3, in Additional file 2: Table S1). For eliminating the errors from the mis-priming of primers in RNA-seq experiments, the first nine base pairs of reads were trimmed before read alignment. Using the software TopHat2 [15] and allowing an at most 2-bp mismatch, we obtained over 219 million uniquely mapped reads for subsequent analyses (in Additional file 2: Table S2). Seventy-four percent of uniquely mapped reads were contiguously mapped back to the *B. rapa* v1.5 genome sequences, and the others were splice-mapped to, and spanned potential splice junctions of the genome (in Additional file 1: Figure S4, in Additional file 2: Table S2). The uniquely mapped reads covered over 80 million bases of the total genomic bases, with an average read-depth of 26–75 per base across different samples (in Additional file 2: Table S2). Around 81% of uniquely mapped reads confirmed the expression of ~40 Mb out of a total of 50 Mb of annotated *B. rapa* coding sequence (CDS). The remaining ~16% and ~3% of uniquely mapped reads were aligned to another ~40 million genomic bases in intergenic and intronic regions, respectively (in Additional file 2: Table S2), implying that large amounts of actively transcribed regions remain unidentified in the *B. rapa* genome. The average read depth of coverage in CDS, introns and intergenic regions are shown in Additional file 1: Figure S4. As expected, the read depth in intergenic regions and introns was lower than that in exons, which correlated with the subsequent observation in this study that novel transcripts discovered from these regions are commonly expressed at low levels. The read depth seemed to be distributed relatively evenly along the whole body of genes (in Additional file 1: Figure S5 and Figure S6), reflecting no introduction of obvious bias during randomly primed reverse transcription and subsequent RNA sequencing. 

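Across the 29826 genes with FPKM above 0 in both root samples, the log2 FPKM of root 1 and root 2 had an R-squared of 0.927. The 27599 genes with FPKM above 0 in both leaf samples gave 0.925. These are correlations across genes, which are not independent replicates. With a pseudocount of 1 and all 38200 genes, the choice that moved the values most, R-squared rose to 0.964 for root and 0.966 for leaf. The median gene differed between the 2 samples by 0.42 on the log2 scale in root and by 0.44 in leaf. A difference of at least 2-fold was seen for 4056 genes (13.6%) in root and 3652 genes (13.2%) in leaf. These counts depend on the scale and on the genes included. On log2(FPKM + 1), over the 19532 genes expressed in all 8 samples, they were 602 in root and 781 in leaf. Of the genes expressed in either root sample, 26336 were expressed in both and 2046 in one of them, and the corresponding numbers for leaf were 24372 and 1945.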

The two samples of root and leaf tissues from different individual plants both showed a high degree of concordance in gene expression of log2-transformed fragments per kilobase of transcript per million fragments mapped (FPKM) values (R-squared of 0.94 for both comparisons, in Additional file 1: Figure S7).

### RNA-seq data improved the annotation of the *B. rapa* genome

The transcribed regions/units were constructed independently in individual tissues and then merged into a final dataset containing 37,002 transcripts (in Additional file 2: Table S3). 33,598 transcripts from this dataset completely (43%) or partially (57%) overlapped with 30,322 annotated gene models in *B. rapa*, and the remaining transcripts results in the identification of 3,450 novel transcribed regions (NTRs) in the *B. rapa* genome (in Additional file 2: Table S4).

The *B. rapa* gene models (v1.5) were annotated only using open reading frames (ORFs), and thus the 5′ and 3′ boundaries of untranslated regions (UTRs) have not been defined. Here, through globally comparing length-complete transcripts with corresponding *B. rapa* gene models, we defined the 5′-boundary regions of 12,879 transcribed genes and the 3′-boundary regions of 12,485 transcribed genes (in Additional file 2: Table S5)*.* The median 5′- and 3′-UTR lengths determined by the RNA-seq data were 139 and 184 nucleotides, respectively (Figure 1A). The estimated length of 5′-UTRs in *B. rapa* is longer than that in the closely related model species, *Arabidopsis thaliana* (median = 88); however, their 3′-UTRs are similar (median = 184) [16].

**Figure 1:**
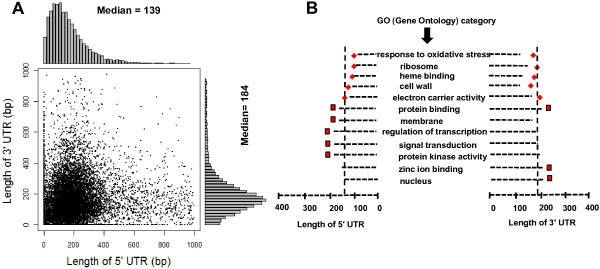
**UTRs analysis of *B. rapa *genes. (A)** Scatter-plot and histogram showing the length distributions of identified 3*'* and 5*'* UTRs based on RNA-seq data. **(B)** Transcripts with significantly larger (diamonds) or smaller (square) UTRs for selected GO categories. Vertical dashed lines represent median UTRs length.

Gene ontology (GO) categories with significantly longer or shorter UTRs were obtained by comparing the lengths of all UTRs of each GO category with total UTR length (Wilcoxon Rank Sum test, P < 0.05). The transcripts/genes related to regulatory signals and binding domains seem to have long 5′ and 3′-UTRs, as exemplified in the transcripts/genes encoding protein kinases, membrane proteins, and signal transducers (Figure 1B). By contrast, ribosomal genes seem to have short 5′-UTRs. This observation is consistent with previous reports in other organisms [11,17]. In addition, we scanned a small upstream ORF (uORF) of start codons, and found that 4,147 (~29% of the total) genes contain a uORF (10–50 nt) in the 5′-UTR region (in Additional file 2: Table S6). The importance and mechanism of uORFs as regulatory factors for gene expression have been revealed clearly in recent years [18,19]; therefore, further analyses of these novel UTRs should greatly aid research towards identifying all known regulatory elements in the *B. rapa* genome.

### Discovery of novel transcripts

We identified 3,450 NTRs that are not linked to any annotated gene models in *B. rapa* (in Additional file 2: Table S4). Over 41.2% (1,422) of the NTRs have an ORF greater than 100 amino acids as predicted by Augustus [20], and 802 of them contain pfam protein domains [21]. Additionally, 166 NTRs have sequence similarity (greater than 100-nucleotide match and 60% identity) to transposable elements (TEs) in Repbase (v16.10), reflecting substantial TE activity in the *B. rapa* genome. Only ~20% of them are supported by expressed sequence tags (ESTs) (using blat, more than 95% match in identity and coverage), despite using 214,106 ESTs from the National Center for Biotechnology Information (NCBI) database. To validate the predicted novel transcripts, we randomly selected six of them for reverse transcription polymerase chain reaction (RT-PCR) analysis. All six were confirmed to have transcriptional activity in at least one tissue (in Additional file 1: Figure S8).

We quantified the expression of the constructed transcripts using FPKM values [22], and then compared the novel transcripts with annotated ones in terms of expression level and tissue breadth of expression. 

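The deposited table covers annotated genes, and the NTRs are those listed in the paper's Table S4, of which 1997 could be read. Over all 8 samples, the median FPKM above 0 was 2.61 for the paper's listed NTRs and 5.53 for the annotated genes. FPKM exceeded 5 in 35.5% of the 10730 NTR values and in 52.2% of the 240759 values of annotated genes, and it was above 50 in 7.65% and 8.71%. Taking each transcript or gene in its highest sample, the median was 8.75 for NTRs and 12.0 for annotated genes, and 66.9% and 66.6% exceeded 5. FPKM of NTRs was computed by the authors for assembled transcripts and that of genes for gene models. No test across genes was made on these levels.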

First, the FPKM cumulative distribution revealed that these novel NTRs had much lower transcription levels than known transcripts (genes) (Figure 2A). This agreed with another comparison that showed that novel NTRs without EST support were expressed at a significantly lower level than those with EST support (Figure 2A). This feature of low expression level may explain why these novel NTRs have not been annotated before, but were detected effectively by RNA-seq technology. Second, we found that novel NTRs showed narrow tissue breadth compared with annotated genes, as shown by the T value which scores a value between 0 for housekeeping genes and 1 for tissue-specific genes [23] (Figure 2B, Wilcoxon Rank Sum test, P < 2.2e-16). 

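T was computed over the 6 tissues with the formula of the paper's methods, with root and leaf as the mean of their 2 samples. The median T was 0.679 for the 33082 annotated genes expressed in at least one sample. It was 0.853 for the 1997 NTRs of the paper's Table S4 that could be read. The comparison rests on this readable part of the paper's NTRs. In 66.2% of all pairs of an NTR and a gene, the NTR had the higher T (two-sided permutation test of the mean rank with 100000 resamples, p = 1e-05, the smallest these resamples can give). The units of this test are genes and transcripts, which are not independent replicates. T was at least 0.9 for 42.5% of the NTRs and 19.3% of the annotated genes. Annotated genes drawn to match the NTRs in highest FPKM had a median T of 0.693, which left a difference of 0.160 in place of 0.174. The matching takes the paper's FPKM and the deposited FPKM to be on the same scale, which was not checked. The difference was 0.288 when T was taken from log2(FPKM + 1), the alternative that moved it most. From the narrow breadth the paper reasons that preferential expression in one organ may be another reason why these regions had not been annotated.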

The feature of preferential organ-specific expression may be another reason for these genes not being annotated in the *B. rapa* genome [24]. It should be noted that some tissue-specific NTR may not be real, because we could not collect all diverse tissues or sufficient replicates; however the conclusions were based on the comparison of tissue breadth between NTRs and annotated genes in the same background.

**Figure 2:**
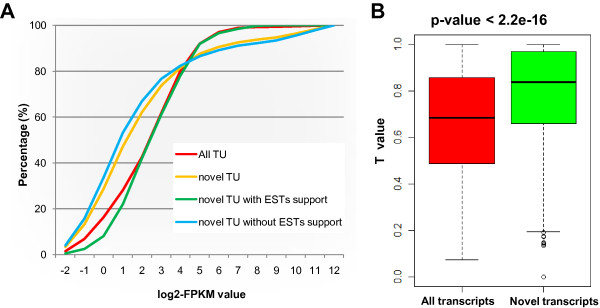
**Expression pattern of novel transcripts. (A)** A comparison of expression levels between novel and general transcripts, as well as between novel transcripts with EST support and those without EST support. **(B)** Tissue-specific expression profiles of novel transcripts.

These NTRs were difficult to discover previously because of their low-level and organ-specific expression; however, high-throughput sequencing technology and individual organ libraries permitted their discovery. Further analysis showed that highly expressed and poorly expressed novel transcripts were relatively equally detected in silique and callus tissues, unlike in other tissues, where poorly expressed novel transcripts were preferentially discovered (in Additional file 1: Figure S9). We speculated that because the current *B. rapa* genomic annotation is mainly based on ESTs collected from normal tissues, transcripts preferentially expressed in these two relatively specialized tissues could have remained unannotated. Thus, generating RNA-seq data from more diverse tissues from different developmental stages or environmental conditions will be helpful for improving the annotation of the *B. rapa* genomic sequence.

### Tissue dynamics of *B. rapa* transcriptomes

The read depth of coverage for each *B. rapa* genomic location was calculated across all tissues. This information is presented in .wig files, which, together with raw RNA-seq data have been submitted to the GEO database (accession number GSE43245). Transcriptome characteristics including tissue specificity, and conserved or novel transcripts in the genome, can be viewed with implemented Integrative Genomics Viewer (IGV) or other visualization tools (Figure 3A, in Additional file 1: Figure S10).

**Figure 3:**
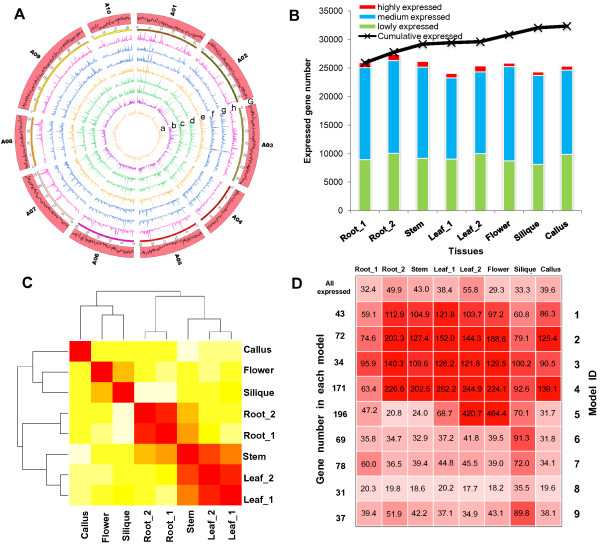
**Dynamics of *B. rapa *gene expression in tissues. (A)** The expression levels, defined as numbers of reads per kilobase per million mapped reads within each 100 Kb window, are shown, along *B. rapa* ten chromosomes (1–10) in each tissue. a: Callus, b: Root_1, c: Root_2, d: Stem, e: Leaf_1, f: Leaf_2, g: Flower, h: Silique; G: Gene density within each 100 Kb non-overlapping window represented as log2-tranformed total length of genes. **(B)** The number of highly (FPKM > 50), medium (5 < FPKM ≤50), and lowly (FPKM ≤ 5) expressed genes in each tissue. The black line shows the cumulative expressed gene number as the tissue number increased. **(C)** The dendrogram of tissue transcriptomes based on clustering of log2-transformed FPKM values of constitutively expressed genes. **(D)** Nine modules (ID: 1–9) from WGCNA analysis. The mean gene FPKM value within each module is marked by figures in blocks, and also represented as the color (red) depth of the block. The mean FPKM values of all expressed genes in each tissue are shown in the first row of blocks for comparison. The detailed information of genes in each module is provided in Additional file 2: Table S10.

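The mean FPKM of the genes expressed in each sample was computed from the deposited table. It was 25.0 in silique, 23.1 in flower, 28.1 in stem and 28.5 in callus. The 2 leaf samples had means of 26.5 and 29.0 (27.8 ± 1.80, SD, n = 2), and the 2 root samples had 24.1 and 24.5 (24.3 ± 0.257, SD, n = 2). Medians were lower, from 6.10 in callus to 9.67 in stem. Averaged over the 8 samples the mean was 26.1, and it was 30.2 when the same 19532 genes, those expressed in every sample, were used throughout.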

For each gene model, it was considered expressed if lower boundary of the FPKM values for the 95% confidence interval of the abundance of gene was greater than zero (in Additional file 2: Table S7). 

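In the deposited table this rule corresponds, for nearly all values, to a minimum number of fragments. Of the 31832 values with FPKM above 0 and a lower bound of 0, the highest whole number of implied fragments was 4, and the lowest number above it with a lower bound above 0 was 5. Above that edge lay 99.5% of the 208926 values with a positive lower bound. This edge follows from how the numbers were derived and is not separate evidence about the table. In an interval symmetric about FPKM, a lower bound above 0 requires more than 4 implied fragments. Where intervals hold counting error alone, the rule admits lower FPKM in a deeper sample. It called 28122 genes expressed in root 1 and 26596 in root 2, 26096 in leaf 1 and 24593 in leaf 2, 25662 in stem, 26454 in flower, 25337 in silique and 26067 in callus. Root 1 and leaf 1 were 1.90 times as deep as stem, the shallowest sample in fragments per FPKM, and root 2 and leaf 2 were 1.27 and 1.26 times as deep. After each sample was thinned to the depth of stem, a step chosen after the data were seen, 26507 genes were expressed in root 1 and 25876 in root 2.

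**Figure D1:**
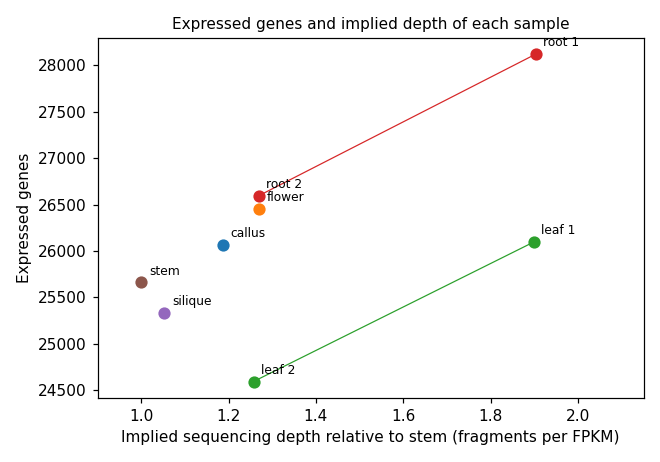
Number of expressed genes (y axis) against implied sequencing depth relative to stem (x axis) for the 8 samples, with a line joining the 2 samples of root and of leaf. In both tissues sample 1 is the deeper sample and has more expressed genes, 28122 against 26596 in root and 26096 against 24593 in leaf.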

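Of the 38200 gene models in the deposited table, 33082 (86.6%) were expressed in at least one of the 8 samples and 19532 (51.1%) in every sample. The paper's percentage is of a larger number of annotated genes, so the percentages do not compare directly. FPKM was 0 in all samples for 1491 genes. Adding samples in the order root 1, root 2, stem, leaf 1, leaf 2, flower, silique and callus raised the number of genes from 28122 to 28382, 29591, 30115, 30149, 31479, 32753 and 33082. A gene was expressed in exactly one sample in 2932 cases. With a minimum FPKM of 1 in place of the confidence interval, 30941 genes were expressed in at least one sample and 16109 in every sample.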

32,335 genes (78.8% of the total 41,020 annotated genes) were detected as expressed in at least one tissue, of which 18,876 genes were constitutively expressed in all tissues (Figure 3B). The clustering of log2-transformed FPKM values of constitutively expressed genes shows the transcriptomic relationship between tissues as a dendrogram: (((leaf, stem), root), (flower, silique)), callus) (Figure 3C).

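Pearson's r of log2 FPKM was computed between samples over the 19532 genes expressed in all 8. It was 0.967 between the 2 leaf samples and 0.964 between the 2 root samples, above every value between different tissues. Stem had r of 0.850 and 0.822 with the leaf samples and of 0.769 and 0.749 with the root samples. Flower and silique had r of 0.748. Callus had its highest values with root 2 (0.663) and flower (0.663) and its lowest with stem (0.585). A tree by average linkage of 1 minus r joined the leaf pair, the root pair, leaf with stem, those with root, and flower with silique, each in 100 of 100 resamples of the genes. In that tree callus joined flower and silique, also in 100 of 100 resamples. The paper's text does not name a linkage method, and tissues other than root and leaf have 1 sample each, so the support covers the choice of genes and not the spread between plants.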

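FPKM was above 50 in each of the 8 samples for 517 genes of the deposited table. In a single sample the number of genes above 50 ran from 2292 in callus to 3199 in stem, and 6818 genes were above 50 in at least one sample. With each sample scaled to the same upper quartile, the alternative set before the data were examined that moved the count most, 567 genes passed.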

We obtained a dataset containing 867 highly and stably expressed genes representing tissue-conserved expressed genes whose FPKM values are greater than 50 in every tissue (in Additional file 2: Table S8). This dataset contains potential useful housekeeping genes such as *glyceraldehyde-3-phosphate dehydrogenase*, *actin*, *ubiquitin*, *tubulin* and *elongation factor 1-a*, *ribosomal protein*, *calmodulin, glutathione peroxidase* and *G-box regulating factor.* For tissue-specific expressed genes, we observed some significantly meaningful gene groups in flower and silique tissues (in Additional file 2: Table S9). 

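Gene names are not paired with the identifiers of the deposited table, so the families were not looked up. Over the 6 tissues, the 517 genes above FPKM 50 in every sample had a median coefficient of variation of 43.7% (quartiles 33.3% and 54.5%), against 54.6% for the other 19015 genes expressed in all samples. The highest tissue exceeded the lowest by a median of 3.32-fold. It stayed within 2-fold for 56 of the genes (10.8%) and exceeded 10-fold for 25. The gene with the lowest coefficient of variation (8.89%) was Bra005605, on Scaffold000004 from 6493547 to 6495434. Its FPKM was 65.6 in callus, 56.1 in flower, 62.3 in silique and 54.8 in stem, 59.7 ± 10.7 (SD, n = 2) in leaf and 68.8 ± 11.1 (SD, n = 2) in root. Sample 1 was the higher one in both tissues, and root exceeded leaf by 9.40 in sample 1 and by 8.76 in sample 2. The gene with the highest minimum, Bra013206, on Scaffold000013 from 4025827 to 4027042, had FPKM from 931 in silique to 4379 in root 2, and 3586 ± 1121 (SD, n = 2) in root.

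**Figure D2:**
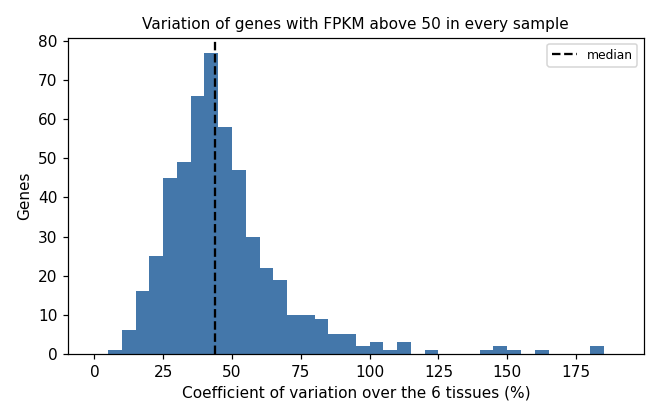
Coefficient of variation over the 6 tissues (x axis, %) of the 517 genes with FPKM above 50 in every sample, as a histogram of the number of genes (y axis). The dashed line is the median of 43.7%, and the values run from 8.89% to 184%.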

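A gene was taken as specific to a tissue where its T over the 6 tissues was at least 0.9 and it was expressed in its highest tissue; the paper's text does not name a cutoff. Silique had 1843 of the 6377 such genes, the most of any tissue at this cutoff. The order changed with the definition: at a T of at least 0.8 root had 2548 and silique 2439, and with a minimum FPKM of 5 flower had 933 and silique 914. The 1843 silique-specific genes had a median FPKM of 4.91 in silique, and 287 of them exceeded 50. Only in silique were 1155 genes expressed by the confidence interval. Gene names were not paired with the identifiers, so the families of these genes were not looked up. The silique-specific gene with the highest FPKM was Bra025046, on Scaffold000046 from 1482287 to 1483980. Its FPKM was 29280 in silique, where it made up 4.62% of the summed FPKM, and 0.818 in flower, and it is listed at 0 in the other 6 samples. Silique has 1 sample, so these counts have no replicate check.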

Many genes encoding lipid transfer proteins, oleosin, glycosyl hydrolase, lipase and transferases involved in protein amino acid glycosylation and phosphorylation, biosynthesis of flavonoids, biosynthesis of long chain fatty acids, and cellulose biosynthetic process were specifically expressed and functional in siliques. 

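By the same rule 1477 genes were specific to flower, with a median FPKM of 10.8 there, and 365 of them exceeded 50. Expression by the confidence interval was limited to flower for 822 genes. The flower-specific gene with the highest FPKM was Bra017112, on Scaffold000021 from 1347727 to 1348457, with 14316 in flower, 324 and 315 in the 2 leaf samples, 29.5 in callus, 29.4 in silique, 23.0 in stem, and 1.58 and 1.29 in the 2 root samples. Root had 1331 specific genes, callus 1060, leaf 364 and stem 302. Flower has 1 sample, so these counts have no replicate check.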

With respect to flower-specific gene expression, rapid alkalinization factor, pectate lyase, pollen Ole e 1 allergen and extensin family protein, pectinesterase family protein, arabinogalactan-protein involved pollen tube growth, invertase/pectin methylesterase inhibitor, pectate lyase, and S1 self-incompatibility protein-related were identified.

To identify highly correlated groups of genes (called 'modules’), we conducted weighted gene correlation network analysis using the R-package [25,26]. After inspection of functional annotation of genes (inferred from the most similar gene in *A. thaliana*) in each module, we identified some meaningful co-expressed genes (Figure 3D, in Additional file 2: Table S10). First, four modules (ID: 1–4) abundant in ribosomal genes (40s or 60s subunit) were highly expressed across all tissues. Second, one module (ID: 5, 196 genes) is nearly exclusively committed to photosynthesis, with predominant expression of genes in leaf tissue encoding photosystem I and II subunit proteins, chlorophyll I and II binding proteins, rubisco subunit and activase, and other genes involved in chlorophyll biosynthesis, the photosynthetic electron transport chain, carbon utilization by fixation of carbon dioxide and light harvesting*.* We noticed that a similar group of co-expressed genes was reported in the maize leaf developmental transcriptome [27], implying that indispensable co-expression of these genes is required for leaf photosynthesis. Third, three modules (ID: 7–9) were significantly enriched for protein kinases and transcription factors (TFs) (146 genes), which were highly expressed in flowers.

### Identification of splice junctions and alternative splicing (AS) events

A total of 156,516 unique splice junctions (read depth of each junction ≥ 3 in each sample) were detected using TopHat [15] (in Additional file 2: Table S11); 122,693 (78.4%) of them confirmed 74.1% of all known 165,564 exon-exon junctions in the *B. rapa* genome. Examination of the dinucleotides at the splicing borders showed that 98.4% of them had GT-AG splicing junctions (in Additional file 1: Figure S11).

These predicted junctions allowed us to further define four main types of AS events as intron retention (IR), exon skipping (ES), alternative 5′ splice site donor (A5SS), and alternative 3′ splice site acceptor (A3SS) in each tissue [24]. A total of 15,432 AS events in all tissues, representing the four known types of AS, were identified in 7,668 genes (Table 1, in Additional file 2: Table S12). Only 26,063 of the 32,335 expressed genes contained two or more exons; therefore, it was estimated that about 29.4% (7,668/26,063) of the intron-containing genes are alternatively spliced. We also found that about 42.6% of them underwent multiple AS events, producing a variety of transcripts from a single gene (in Additional file 1: Figure S12), illustrating the high complexity of the transcriptome.

**Table 1:** **Predicted alternative splicing (AS) events in *B. rapa***

**AS type**	**AS events**	**Genes with AS event**	**AS events shared by more than two tissues**
IR	10275	4648	3568
A3SS	2741	2389	1076
A5SS	1170	1076	383
ES	1246	1107	329
Total	15432	7668	5356

Similar proportions of AS genes have been observed in rice (33%) and maize (37%); however, the proportion detected in *B. rapa* was lower than that in *A. thaliana* (42% and 61%) [24,27-29]. This difference in the distribution of AS genes may be explained by higher numbers of EST/RNA-seq that are available for the model species *A. thaliana*. We believe that the figures presented here represent an underestimate and more AS events in *B. rapa* remain to be revealed, because AS is estimated to occur in 95% of intron-containing genes in humans [30,31]. In addition, we observed that IR is the most common event and the use of alternative 3′ splice sites is more than two-fold more frequent than the use of alternative 5′ splice sites. This pattern, particularly the abundance of IR, is conserved in diverse plants such as *Medicago truncatula*, *Populus trichocarpa*, *A. thaliana*, *Oryza sativa*, *Chlamydomonas reinhardtii*, and *Brachypodium distachyon*[32-35]. The prevalence of IR in *B. rapa* and other plants supports an intron-definition mechanism for pre-messenger RNA splicing [36]. We found that the average size of retained introns was significantly shorter than that of introns in general in *B. rapa* (mean 136 bp *vs*. 210 bp; Wilcoxon Rank Sum test: P < 2.2e-16; Figure 4A). This observation in *B. rapa* further supports the hypothesis that plants always have small introns compared with animals, which have large introns and therefore use an exon-definition mechanism, resulting in higher rates of ES [10,31,37].

**Figure 4:**
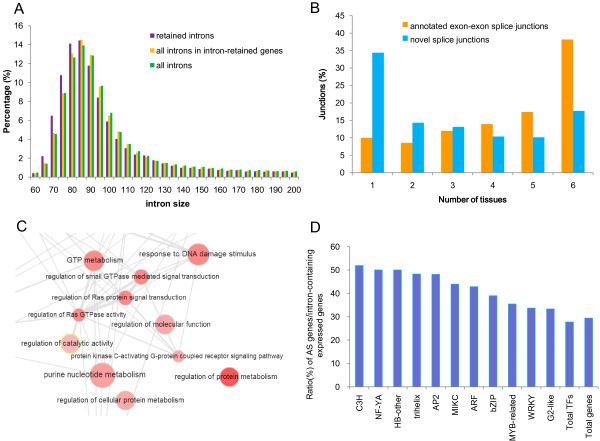
**Alternative splicing (AS) events in *B. rapa*. (A)** Size distribution of AS-retained introns (purple) compared with introns in IR genes (yellow) and introns in general (green). **(B)** The tissue breadth for novel and annotated exon-exon splice junctions. The percentage of splice junctions shared by different number of tissues was plotted. **(C)** Some AS-enriched GO categories associated with regulation and signal transduction. **(D)** TFs subfamilies with high AS frequency.

We further investigated the tissue distribution of predicted splice junctions (Figure 4B). We divided all 165,564 read-supported splice junctions into two classes: the 122,693 known or annotated genomic exon-exon splice junctions and the remaining 33,823 novel splice junctions. It could be assumed that the former represent the junctions used for normal transcription, whereas the latter (novel splice junctions) always reflect the existence of AS and produce novel splice variants of transcripts [30,31]. We observed that each tissue dataset contributed between 50% and 78% of the read-supported known exon-exon splice junctions and the majority (90%) of them was detected to be shared by more than two tissues. This represents the normal and most frequent use of constitutive transcripts or isoforms in different tissues. For novel splice junctions, 65.6% of them were shared by more than two tissues and the remaining were detected in only one tissue representing tissue-specific or tissue-restricted splice variants (Figure 4B). It may be that AS events appear to be tissue-specific because they are rare, and more samples and replicates must been included to confirm the estimation for the tissue-specific splice junctions. However, a larger proportion of novel splice junctions are commonly detected in multiple tissues, indicating the prevalence of AS across tissues in the *B. rapa* genome.

### 'AS-preferred’ genes

Analysis of GO enrichment for AS genes, using all *B. rapa* genes as the background, revealed that GO categories enriched with AS genes were associated with signal transduction, regulation, response, binding and catalytic activity (Figure 4C, in Additional file 2: Table S13). It is worth noting that a GO category (GO: 0032318: regulation of Ras GTPase activity) and its paternal GO categories were significantly abundant in AS genes. Ras/small GTPases generally play a role in signal transduction as molecular switches for a variety of cellular signaling events [38], and AS may be essential for these genes to function in regulation and signal transduction.

Considering the possible AS effect on 'regulation’-related genes, we conducted a systematic survey of AS events that occurred in genes encoding TFs. First, based on annotated TF genes in *A. thaliana* (http://arabidopsis.med.ohio-state.edu/AtTFDB/), we identified 2,361 *B. rapa* genes and classified them into 57 different TF families through homology searching and domain identification (in Additional file 2: Table S14). Second, about 89% of TF genes showed expression in at least one tissue and 27.7% of those underwent AS. Subsequently, we examined the ratio of AS genes in each TF subfamily, and identified 11 TF subfamilies, such as ARF, AP2, MIKC, C3H and MYB-related, that have higher AS frequencies than others (Figure 4D). We found that previously reported AS events in TF genes, such as in CCA1/LHY-like MYB [39], R2R3-type MYB [40], MIKC-type MADS [41], bZIP [42], and NAC [43], almost all belong to these 'AS-preferred’ TF subfamilies. As suggested in metazoan [44], the above observation shows that alternative splicing may serve as an important and prevalent mechanism for these TF-encoding genes to form protein complexes that function in transcription in *B. rapa*.

Intriguingly, these 'AS-preferred’ genes were also those that were more likely to have been retained in mesopolyploid *B. rapa* during the diploidization process following a recent whole genome triplication that occurred in a *Brassica* ancestor ~13 million years ago [6]. In other angiosperms TFs and signal transducer genes are preferentially retained as duplicates after whole genome duplication (WGD) events [45-48]. This was popularly explained by the gene balance hypothesis [49], which suggests that genes participate in the formation of macromolecular complexes, or are involved in more interaction or regulation are dosage sensitive and are thus expected to be retained more often after WGD [50]. AS is able not only to remove functional domains to produce non-functional transcripts, thus regulating gene dosage [44,51], but also causes subfunctionalization between WGD-derived paralogous genes [52,53]. Thus, the observation that over-retained genes always have a high frequency of AS suggested that alternative splicing, as a fundamental aspect of the expression of many genes, may be a form of divergence of duplicated genes and thus contributed to their retention, although the possibility that AS and retention may are parallel and independent phenomena driven by a third selective factor, could not be excluded.

## Conclusions

In conclusion, the RNA-seq data revealed the extent of transcription of the *B. rapa* genome, and simultaneously improved the existing gene annotation. The identification of numerous novel NTRs, commonly poorly or tissue-specifically expressed, led to the proposal that further transcriptome data from high-throughput platform will unveil previously unidentified functional regions of the *B. rapa* genome. A complete picture of the transcriptome across the major organs of *B. rapa* was provided, including candidate tissue-specific, tissue-conserved, or tissue-correlated expressed genes. The comprehensive analysis of AS and splice junctions increased our understanding of the complexity of the *B. rapa* transcriptome.

## Methods

### Organ collection and RNA sequencing

Six tissues of *B. rapa* accession Chiifu-401-42, including callus, root, stem, leaf, flower, and silique, were prepared for mRNA extractions. Plants were grown under greenhouse conditions at 22°C. Callus tissue was obtained from tissue culture. Root, stem and leaf tissues were collected from seven-week old plants. Two samples of root and leaf tissues were generated from different batches of plants. Flower tissue was obtained from blooming plants on the same day without the floral shoot. Silique tissue was generated from 15-day plant after pollination. We constructed an individual cDNA library with insert sizes of 200 bp for each sample, and sequenced them on the Illumina Hiseq 2000 platform. The libraries were sequenced for paired-end reads of 90 bp. All RNA-seq raw data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE43245.

### Mapping short reads and constructing transcripts

We used FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to check and visualize the quality of the RNA-seq reads (in Additional file 1: Figure S1 and Figure S2). The average read quality was from 36 to 38 in different sample and the first nine base pairs of the reads, which showed unstable base composition given by the percentages of four different nucleotides (A, T, C, and G), were removed. We use the tools from the NGSQCToolkit (v2.3) [54] to remove the pair-end reads containing Ns or those where number of bases whose PHRED-like score was less than 20 exceeded 10% (in Additional file 2: Table S1). We calculated the sequence similarity of 10447 duplicated genes from the *B. rapa* triplicated genomes to evaluate the possible false reads for mapping (in Additional file 1: Figure S3). The *B. rapa* genome sequence (v1.5) was downloaded from the BRAD database (http://brassicadb.org/) for mapping and analysis We trimmed the first 9bp of filtered reads before read mapping using TopHat (v 2.0.9.) [15]. The uniquely mapped reads were used for subsequent analysis, including transcripts construction, quantification of gene and transcript expression, and identification of splice junction and AS events. The transcripts were constructed and quantified the expression FPKM values of transcripts in each sample by Cufflinks (v2.1.0) and merged into a final comprehensive set of transcripts using Cuffmerge.

### Tissue breadth of transcripts expression

The tissue specificity index T was calculated according to the formula developed by Yanai *et al.*[23].

$$\tau i=\frac{\sum_{j=1}^{n}(1-S\left(i,j\right)/S\left(i,\max\right))}{n-1}$$

In the formula, n is the number of surveyed *B. rapa* tissues. S (i, j) is the FPKM values of i gene in j tissue, and S (i, max) is the highest FPKM values of gene i in the n tissues.

### Weighted Correlation Network Analysis (WGCNA)

Gene expression FPKM values were log2 transformed before being processed through the WGCNA R package [26]. Co-expression analysis was performed to identify modules of highly correlated genes by the suggested protocol [25]. We used the test to select the best parameters (softpower = 26). All other parameters were used with the default values.

### Alternative splicing prediction

We used TopHat software [15] to identify splice junctions, then filtered junctions with read support of less than three. Each junction was searched for putative donor sites and acceptor sites inside intron regions. We predicted four types of AS events including exon skipping (ES), intron retention (IR), alternative 5′ splice site (A5SS) and alternative 3′ splice site (A3SS) according to the method described in Zhang et al. (2010) [24].

### GO enrichment analysis

The Fisher's exact test (N ≤ 5) or Chi-square test (N > 5) was used to calculate the significance (P-value) for each GO category. The Benjamini-Hochberg false discovery rate (FDR) was performed to adjust the P-values [55]. We used REVIGO (http://revigo.irb.hr/) to visualize enriched GO categories.

### Identification of transcription factors in *B. rapa*

Putative transcription factors in *B. rapa* were identified by BLASTP search (E-value less than 1e-5), and redundant sequences were manually discarded. The TFs domains were scanned using HMMER 3.0 software (http://hmmer.janelia.org/) using the HMM profile, which was downloaded from Pfam and PlantTFDB databases (http://arabidopsis.med.ohio-state.edu/AtTFDB/).

## Abbreviations

AS: Alternative splicing; A5SS: Alternative 5*'* splice site donor; A3SS: Alternative 3*'* splice site acceptor; B. rapa: *Brassica rapa*; ES: Exon skipping; ESTs: Expressed sequence tags; FPKM: Fragments per kilobase of exon per million fragments mapped; GO: Gene ontology; IR: Intron retention; NTRs: Novel transcribed regions; ORF: Open reading frame; RNA-seq: RNA sequencing; RT-PCR: Reverse transcription-PCR; TFs: Transcription factors; TEs: Transposable elements; UTRs: Untranslated regions; WGCNA: Weighted gene correlation network analysis.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SL and CT conceived and designed the experiments, CT, XW, JY, JW, WL, JH and CD analyzed the data, CT, WH and SL wrote the paper. All authors have read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1: Figure S1 Quality for each base in reads viewed by software FastQC. **Figure S2.** Base composition of reads as visualized by the software FastQC. **Figure S3.** Evaluation of false mapping reads using duplicated genes. **Figure S4.** Genome-wide assessment of mapping RNA-seq reads. **Figure S5.** Sequencing randomness assessment. **Figure S6.** Gene coverage statistics. **Figure S7.** Comparison of gene expression in two samples of root and leaf tissues in gene expression. **Figure S8.** RT-PCR validation of novel transcripts. **Figure S9.** Cumulative distribution of FPKM values of all and novel transcripts in each sample. **Figure S10.** Expression profile of *B. rapa* genome displayed in Integrative Genomics Viewer (IGV). **Figure S11.** Numbers for different types of dinucleotides at the splicing borders. **Figure S12.** Genes with multiple AS events. Click here for file

Additional file 2: Table S1 Read mapping results under different read filtering criteria. **Table S2.** Statistic of mapping reads. **Table S3.** Constructed transcripts across all tissues. **Table S4.** Identified novel NTRs in *B. rapa*. **Table S5.** Identified 5' UTRs and 3' UTRs in *B. rapa*. **Table S6.** The uORFs in the 5' UTRs of *B. rapa* genes. **Table S7.** The FPKM values of *B. rapa* genes. **Table S8.** The 867 constitutively expressed genes whose FPKM values were greater than 50 in each tissue. **Table S9.***B. rapa* genes specifically expressed in silique and flower tissues. **Table S10.** The co-expressed gene groups (modules) from weighted gene correlation network analysis (WGCNA). **Table S11.** Numbers of identified splice junction reads in each tissue. **Table S12.** Alternative splicing events of *B. rapa* genes. **Table S13.** The enriched GO categories of *B. rapa* genes with alternative splicing events. **Table S14.** Alternative splicing events in *B. rapa* TFs genes. Click here for file

# Supplementary material for: Comprehensive analysis of RNA-seq data reveals the complexity of the transcriptome in Brassica rapa
**Source:** BMC Genomics. 2013 Oct 7;14:689. doi: 10.1186/1471-2164-14-689
**Supplement:** Additional file 1: Figure S1 — Quality for each base in reads viewed by software FastQC. Figure S2. Base composition of reads as visualized by the software FastQC. Figure S3. Evaluation of false mapping reads using duplicated genes. Figure S4. Genome-wide assessment of mapping RNA-seq reads. Figure S5. Sequencing randomness assessment. Figure S6. Gene coverage statistics. Figure S7. Comparison of gene expression in two samples of root and leaf tissues in gene expression. Figure S8. RT-PCR validation of novel transcripts. Figure S9. Cumulative distribution of FPKM values of all and novel transcripts in each sample. Figure S10. Expression profile of B. rapa genome displayed in Integrative Genomics Viewer (IGV). Figure S11. Numbers for different types of dinucleotides at the splicing borders. Figure S12. Genes with multiple AS events.

**Additional file 1**

Figure S1. Quality for each base in reads viewed by software FastQC

Figure S2. Base composition of reads as visualized by the software FastQC

Figure S3. Evaluation of false mapping reads using duplicated genes

Figure S4. Genome-wide assessment of mapping RNA-seq reads

Figure S5. Sequencing randomness assessment

Figure S6. Gene coverage statistics

Figure S7. Comparison of gene expression in two samples of root and leaf tissues in gene expression

Figure S8. RT-PCR validation of novel transcripts

Figure S9. Cumulative distribution of FPKM values of all and novel transcripts in each sample

Figure S10. Expression profile of *B. rapa* genome displayed in Integrative Genomics Viewer (IGV)

Figure S11. Numbers for different types of dinucleotides at the splicing borders

Figure S12. Genes with multiple AS events

**Figure S1.** **Quality for each base in reads viewed by software FastQC.**

**Figure S2. Base composition of reads as visualized by the software FastQC.**

**
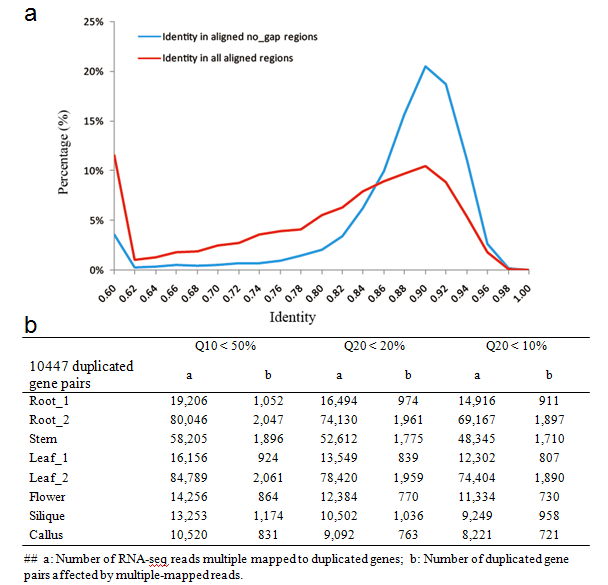
**

**Figure S3. Evaluation of false mapping reads using duplicated genes.** (a) Sequence imilarities between duplicated gene pairs (10447) retained in triplicated genomic regions of *B. rapa*. After aligning, the identity between two duplicated gene sequences were calculated according to the all aligned regions (red line) and aligned regions after removing aligned regions containing gap (-) (blue line). Sequence similarities between duplicated genes distributed over a wide range and showed a peak around 90%. Considering an at most 2 bp mis-match were allowed in read mapping, the similarity between trimmed reads and targeted reference sequences should be more than (81-2/81) = 97.53%. We observed that less than 0.2% (14) of duplicated gene pairs have similarity higher than 96%. (b) Mapping of reads to the duplicated genes retained from triplicated genomic regions. We statistic the number of reads multiple mapped to duplicated genes and the number of duplicated gene pairs affected by multiply-mapped reads (Table 4) and it shows that very few of them have been affected. Thus, the duplicated genes derived from *Brassiceae* lineage whole genome triplication (13–17 million years ago) have diverged to an extent that could be distinguishing by RNA-seq reads.

**Figure S4. Genome-wide assessment of mapping RNA-seq reads.** (A) Circle plot of the RNA-seq reads mapping to the *B. rapa* genome. The innermost depict the percentage of reads corresponding to contiguously, splicing mapped reads and unmapped reads. The middle circles depict the percentage of RNA-seq with unique/multi-mapping. The innermost circle represents the distribution of reads in exons, introns and intergenic regions according to the annotated gene set. (B) Box and whisker plots of log2-transformed average read depth per base for the following genomic regions: all intergenic sequences, introns, coding sequences, and identified novel transcripts. The three horizontal lines in the boxes show the first quantile, median and third quantile, respectively. The other two horizontal lines show the inner boundaries, and empty circles represent data outside of the inner boundaries.

**Figure S5. Sequencing randomness assessment.** The randomness of mRNA/cDNA fragmentation was evaluated with the reads distribution in reference genes. Each gene was divided into 100 windows according to the total length of coding sequences. The number of reads in each window of gene = the sum of read-depth for each base in the window / 81(bp).

**Figure S6. Gene coverage statistics.** The length percentages of reads coverage for genes were obtained. Then, the total gene numbers and percentage in each range of coverage were showed in pies.

**Figure S7.** **Comparison of gene expression in two samples of root and leaf tissues in gene expression.** The expression level of *B. rapa* annotated genes was quantified by normalized number of fragments per kilo bases per million reads (FPKM) using Cufflinks software (Trapnell, 2010 Nature Biotechnol 28, 5: 511-515). The Pearson's correlation (R value) was calculated between the log2-transformed FPKM values of two samples for leaf and root tissue, respectively.

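Pearson's r, which the legend names, was 0.963 for the 2 root samples and 0.962 for the 2 leaf samples of the deposited table. Spearman's rho was 0.975 and 0.974. Across genes, the median log2 difference of sample 2 over sample 1 was -0.30 in root and -0.35 in leaf.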

**A)**

| **ID** | **Transcripts**  **ID** | **Primer 1**  **(5’-3’)** | **Primer 2**  **(5’-3’)** | **Size (bp)** | **Scaffold** | **Start** | **End** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | CUFF.35943 | AGTAACTTTCAATCTTGCCTCT | GGCGGAGTAAACAACAAATA | 159 | Scaffold000170 | 259523 | 259934 |
| 2 | CUFF.22518 | GCCAGTGAGTGAGCATAGGG | TGTGCCAAGGAGCTTTAGAC | 305 | A07 | 10371787 | 10373240 |
| 3 | CUFF.7947 | GTATTGGCTTACTGGCAGATGG | GAAAGGTCCGAGTTTGGTGG | 496 | A03 | 5018474 | 5020442 |
| 4 | CUFF.16809 | TGCATAGCGAGCAAACAGAC | GGGTGGGCGACTTCTAATGT | 312 | A05 | 19809444 | 19811671 |
| 5 | CUFF.25971 | GTTTACCGAACCCGAAGTCT | CGTGGAGCAAATACAGGAGG | 362 | A08 | 10262976 | 10263810 |
| 6 | CUFF.36671 | GATGAGCCTTTGATTAGAACTT | GTTGTCCTGGTCTGTCCCTA | 310 | Scaffold004752 | 166 | 420 |

**B)**

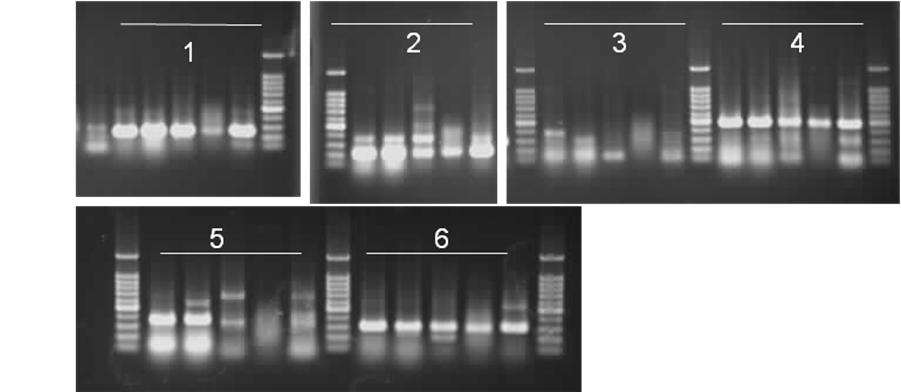

**Figure S8. RT-PCR validation of novel transcripts. (A)** The primers designed for 6 randomly selected novel transcripts. **(B)** The RT-PCR results of amplification of 6 (ID 1-6 in this picture) randomly selected novel transcripts predicted by Cufflink in this paper. Each of six Cufflink-predicted transcripts was amplified in five tissues: root, stem, leaf, flower and silique (from left to right in panel for each transcript). The primers for amplifying the selected novel cufflink TU in this paper are as follows.

**Figure S9. Cumulative distribution of FPKM values of all and novel transcripts in each sample.** The P-value was calculated from Wilcoxon test for annotated novel transcripts (red line) and all identified transcripts (green line) in each tissue.

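In each of the 8 samples the median FPKM above 0 of the 1997 NTRs read from the paper's Table S4 was lower than that of the annotated genes in the deposited table. The medians were closest in callus, at 3.99 and 4.33, and in silique, at 4.59 and 5.00. They were farthest apart in stem, at 1.80 and 7.41. In root 1 they were 2.17 and 6.47, in root 2 2.28 and 5.59, in leaf 1 2.16 and 5.63, in leaf 2 1.71 and 4.73, and in flower 2.96 and 5.60. Silique was the sample with the largest share of NTR values above 50, 13.3% against 7.88% of the annotated genes. The NTR values are the paper's and the gene values the deposited ones, which may come from another run and differ in scale. The replicate numbers of root and leaf may also be exchanged between them.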

**
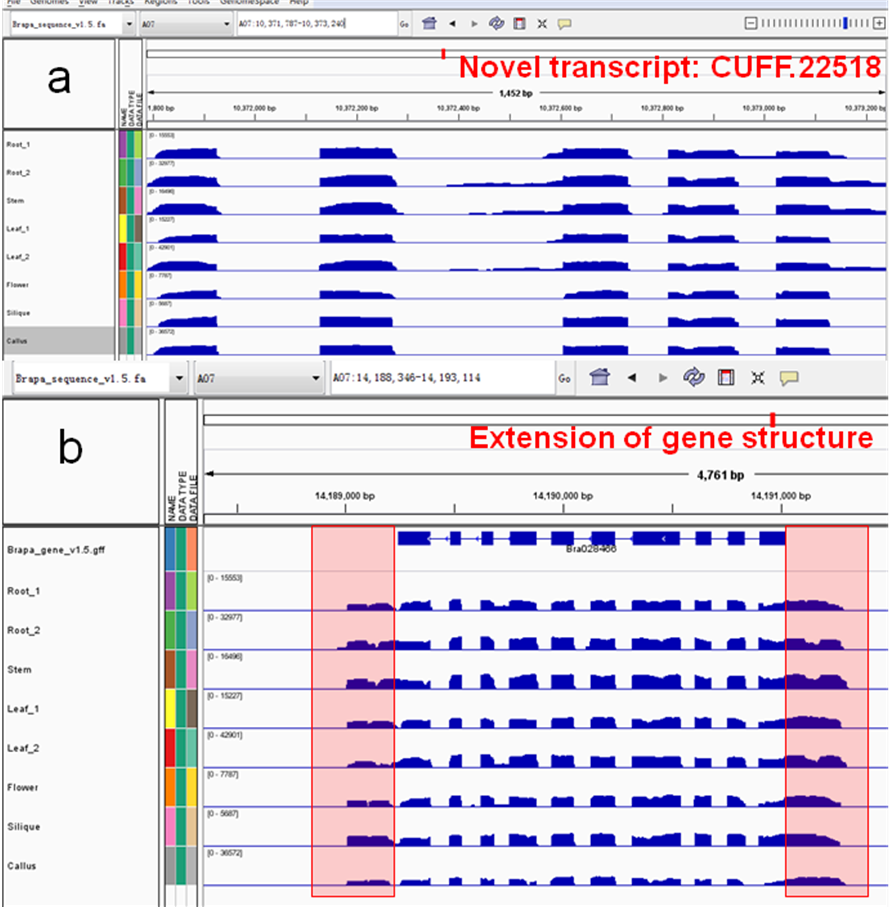
**

**Figure S10. Expression profile of *B. rapa* genome displayed in Integrative Genomics Viewer (IGV). (A)** An identified novel transcribed regions (for example), which was not annotated in *B. rapa* chromosome. **(B)** The tissue conserved expression level and the extension of gene structure (the peak for each base) shown for a gene (Bra028466) in A07 chromosome of *B. rapa*.

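Bra028466 lies on Scaffold000062 from 504974 to 506833 in the deposited table, which gives scaffolds in place of chromosomes. Its FPKM was 3.69 in callus (95% confidence interval 2.62 to 4.75), 7.19 in flower (5.75 to 8.62), 12.2 in silique (10.2 to 14.3) and 21.4 in stem (18.6 to 24.2). In leaf it was 10.1 ± 2.66 (SD, n = 2) and in root 8.26 ± 2.54 (SD, n = 2), and samples with the same number ran together: leaf exceeded root by 1.90 in sample 1 and by 1.73 in sample 2. It was expressed in all 8 samples, on 48 implied fragments in callus and 235 in stem.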

**Figure S11. Numbers for different types of dinucleotides at the splicing borders.**

**Figure S12.** **Genes with multiple AS events.** The gene number (y-axis) for gene with different AS events number (x-axis).

How the deposited data were processed for this re-analysis (not part of the article)

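RNA-seq was done on 8 samples of *B. rapa* Chiifu-401-42: 2 of root, 2 of leaf, and 1 each of stem, flower, silique and callus. The authors deposited FPKM values, with the bounds of their 95% confidence intervals, for 38200 gene models in one table. Per the paper's methods they trimmed and filtered the reads, mapped them with TopHat to the *B. rapa* genome, and estimated FPKM with Cufflinks from uniquely mapped reads. The table itself names no tool or build and places genes on 423 scaffolds, so it may come from another run than the one behind the paper's tables. Columns were matched to samples by the sample names in the table. Replicate numbers of root and leaf come from the sample labels, and the paper's methods state that the 2 samples of each came from different batches of plants.

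From the deposited FPKM, a gene was called expressed in a sample by the paper's rule, a lower bound above 0. Fragment numbers were derived as the square of FPKM over the distance to its upper bound, times 4, which holds for an interval of counting error alone. The relative depth of a sample is the median over genes of implied fragments per FPKM. On simulated values this recovered 100% of 157449 fragment numbers. Their intervals were built by the same formula, so this checks the calculation. It does not show that the deposited intervals hold counting error alone. The depth sets the precision. In an interval symmetric about FPKM, this derivation puts a lower bound above 0 only above 4 fragments. After rounding to whole fragments, 99.5% of the values with such a bound lay there. Intervals cover counting error and not the spread between plants.

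R-squared was taken between log2 FPKM of the 2 samples of root and of leaf. Trees used average linkage of 1 minus Pearson's r with 100 resamples of genes. T was computed over 6 tissues with the mean of both samples for root and leaf, and 0.9 was the cutoff for tissue-specific genes. Genes predominant in leaf or flower were those at least 4-fold above every sample of the other tissues, with a pseudocount of 1. T of NTRs was computed from the 1997 rows of the paper's Table S4 that could be read, and compared by a two-sided permutation test with 100000 resamples.

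Leaf and root, the only tissues with replicates, were compared with limma (lmFit, and eBayes with a mean-variance trend) on log2(FPKM + 1) with Benjamini-Hochberg adjustment, over the 25725 genes with FPKM of at least 1 in at least 2 of the 4 samples. Fold changes on this scale understate the change of low genes. A fit with the replicate number as a block was made beside it. On simulated data, 192 of 200 changed genes (96%) had an adjusted p under 0.05, and 5 unchanged ones did, among 25725 genes. The simulation gave every gene independent noise of the same spread, few changed genes and no difference shared by samples of the same number. It therefore checks the calculation and does not give the error rate in the deposited data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.

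The genes named were fixed before the data were examined: the gene the paper names by an identifier of the table; the silique-specific and the flower-specific gene with the highest FPKM; among genes above FPKM 50 in every sample, those with the highest minimum and the lowest coefficient of variation; and the 2 genes with the largest leaf-root difference in each direction. A gene outside this rule is marked where it appears. The gene name table used here, of the assembly CAAS_Brap_v3.01, held 1 of the table's identifiers, so no gene names were assigned and the gene families were not summarised. Co-expression modules, splicing and transcription factors were not analysed here. Alternatives covered the detection rule, pseudocounts, filters, scaling, the distance and linkage of trees, the definition of specific genes, and leaving out each root and leaf sample in turn.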

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

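The test in this part was chosen after the result was seen. Bra041155, on Scaffold001723 from 38 to 765, is a gene the paper's text does not name, and it was chosen after its values were seen. It is among the 517 genes above FPKM 50 in every sample, and the paper's Tables S7 and S8, which may list it, were not used here. It stood out by its signal: its FPKM in callus was 128522, 17.3% of the summed FPKM of that sample and 13.0 times the next gene, from about 618661 implied fragments. It was 46077 in leaf 2 and 1343 in leaf 1, 695 in root 2 and 159 in root 1, 7121 in silique, 3178 in flower and 831 in stem. One explanation is technical, the difference that sets the 2 samples of a tissue apart, which per the paper's methods came from different batches of plants. The gene was higher in sample 2 than in sample 1 by 5.10 on the log2 scale in leaf and by 2.12 in root, and no other gene was at least as far in both tissues. The values of 5.10 and 2.12 restate the pattern and do not test that explanation for callus. Over all genes, the difference of callus from the mean of flower, silique and stem had a correlation of 0.040 with the shared sample difference across 19532 genes. This cannot tell how much of that difference callus carries, since flower, silique and stem may carry it too and differ in tissue. Callus has 1 sample. A high level in callus as a tissue is the biological alternative, and it cannot be told apart from a difference between libraries. Residual RNA of another kind or reads from another organism were not tested, since no sequence was used here. The gene held 7.14% of the implied fragments of callus, a smaller share than of the summed FPKM, and its locus spans 727 bases.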

How the results depend on the processing

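The alternatives below were set before the data were examined, except the thinning to equal depth, the removal of the most highly expressed genes and the wider set of annotated genes, which were chosen after seeing the data. Filters on the Cufflinks status were not run, because the table has no status column. For leaf against root, leaving out a sample leaves 1 in a tissue, so the test was not repeated and the 2-fold count was used.

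The number of genes expressed in at least one sample stayed between 30941 and 36709 and in every sample between 16109 and 23534, over the detection rules, the grouping of samples, each root or leaf sample left out, and thinning (32474 and 18769). Genes above FPKM 50 in every sample numbered 496 to 622, the higher end without the 4 most highly expressed genes of each sample. The difference in T between NTRs and annotated genes kept its direction in the 4 alternatives tried, from 0.139 to 0.288. The count of genes with a 2-fold leaf-root difference stayed between 10610 and 12695.

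R-squared moved beyond its 95% confidence interval across genes under each choice of genes. For root it was 0.964 with log2(FPKM + 1), 0.958 with a pseudocount of 0.1, 0.932 over genes expressed in both samples and 0.926 over genes with FPKM of at least 1, and for leaf 0.966, 0.961, 0.934 and 0.929. The median T of annotated genes was 0.668 over 8 samples, 0.714 with any FPKM above 0, 0.665 with a highest FPKM of at least 1 and 0.427 on the log2 scale, and from 0.678 to 0.685 across the 4 computations that each left out one sample. The mean FPKM of expressed genes was 20.6 over genes expressed in any sample, 30.2 over genes expressed in all and 17.8 over all genes. The lower means follow from arithmetic, since genes not expressed in a sample add little FPKM but are counted. The cause of the other changes was not tested.

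Requiring expression in one tissue only lowered the flower-specific genes to 822 and the silique-specific genes to 1155, and a minimum FPKM of 5 lowered them to 933 and 914, which put flower ahead of silique. At a T of at least 0.8, root (2548) was ahead of silique (2439). Leaf-predominant genes numbered 797 at 2-fold and 42 at 8-fold, and flower-predominant genes 1713, 555 and, with a pseudocount of 0.1, 1387. These counts follow the definition, and no other cause was tested. With Euclidean distance and complete linkage the tree again had 5 of the 6 groupings looked for. It shared 4 with the main tree, but callus stood outside the other tissues, and root no longer joined leaf and stem. Complete linkage with 1 minus Pearson's r left the groupings of the main tree, so the change came with the distance.

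With the replicate block, 19827 genes differed between leaf and root at an adjusted p under 0.05 in limma, against 13109 without it, and 13108 genes were shared. Samples with the same number deviated together, with a correlation across genes of 0.71. Quantile normalization gave 13466 genes but moved the split: 5965 higher in leaf and 7501 in root, against 4204 and 8905. It moved the median log2 difference of all genes from -0.47 to -0.15. A further 42 values moved, among them counts for callus, leaf, root and stem and the mean FPKM of single samples.

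Depth limits the low genes. By the way fragment numbers were derived, a value called expressed has more than 4 of them, which held for 99.5% after rounding. The samples differ up to 1.90-fold in depth. A gene missing from a shallow sample was therefore not detectable at that depth and need not be absent.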

Differences from the paper's values

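The number of genes with FPKM above 50 in every sample was 517, against the paper's 867. None of the alternatives set before the data were examined closed the gap: they gave from 496 to 567 genes. Without the 4 most highly expressed genes of each sample, a setting chosen after seeing the values, 622 genes passed, within 1.5 times the paper's number.

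The mean FPKM of expressed genes was 24.5 in root 2, against the paper's about 50 in Fig. 3D, read by eye, and 29.0 in leaf 2, against the paper's about 56 in Fig. 3D, read by eye. None of the 3 alternatives set before the data were examined came within 1.5 times the paper's values. In stem it was 28.1, against the paper's about 43 in Fig. 3D, read by eye. Over the genes expressed in all samples it was 33.5, still lower but within 1.5 times the paper's value, and the other alternatives were not within it. In the other samples the mean was also lower than the readings of Fig. 3D, by eye, though within 1.5 times. It was 24.1 in root 1 against about 32, 26.5 in leaf 1 against about 38, and 23.1 in flower against about 29. In silique it was 25.0 against about 33, and in callus 28.5 against about 40.

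Expressed genes with FPKM above 50 numbered 2964 in root 1, against the paper's about 700 in Fig. 3B, read by eye, and 2626 in root 2, against about 880 in Fig. 3B, read by eye. They numbered 3199 in stem, against about 860 in Fig. 3B, read by eye, 2826 in leaf 1, against about 610 in Fig. 3B, read by eye, and 2328 in leaf 2, against about 880 in Fig. 3B, read by eye. They numbered 2348 in flower, against about 400 in Fig. 3B, read by eye, 2396 in silique, against about 480 in Fig. 3B, read by eye, and 2292 in callus, against about 550 in Fig. 3B, read by eye. No alternative for these counts had been set before the data were examined. Only the readings for root 2 and leaf 2 lie above the paper's 867 genes with FPKM above 50 in every tissue. Each of those genes would count in every sample, so the lower readings conflict with the 867. What the readings of Fig. 3B stand for was not settled.

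The paper's text places callus outside the other tissues in the tree, while the tree drawn in Fig. 3C joins callus with flower and silique. Here callus joined flower and silique in 100 of 100 resamples of genes by average linkage. With Euclidean distance and complete linkage, an alternative set before the data were examined, callus stood outside the others.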

Other observations

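The tests of replicate pairs in Fig. 3D, of replicate numbers against the supplement, and of the most highly expressed genes were chosen after the result was seen.

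Leaf and root differed in 13109 of 25725 genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 4204 higher in leaf and 8905 in root. With the replicate number as a block the count was 19827, and the check of the pairing gave a correlation of 0.71. With quantile normalization the split was 5965 and 7501, and the median log2 difference was -0.15 in place of -0.47. Bra028181 was higher in leaf by 9.90 on the log2 scale (standard error 0.49, adjusted p = 2.0e-05), with FPKM of 12016 and 31653 in leaf and 15.9 and 23.5 in root. Bra028174 was higher by 9.81 (standard error 0.54), and the 2 loci, which end at 680073 and 679983 of Scaffold000060, overlap, so their fragments are uncertain. Bra027358 was lower in leaf, at -9.19 (standard error 0.51), and so was Bra026653, at -9.06 (standard error 0.45). Genes at least 4-fold above every sample of another tissue numbered 189 for leaf and 882 for flower.

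The differences between the 2 samples of root and between the 2 of leaf were in part shared. Across 19532 genes, the log2 differences of sample 2 over sample 1 in the 2 tissues had a correlation of 0.71. On the log2(FPKM + 1) scale, 602 of these genes were at least 2-fold apart in root and 781 in leaf, and 337 in both, of which 222 were higher in sample 1 of both tissues, 113 in sample 2 of both and 2 in opposite samples. The paper's methods state that the 2 samples of root and of leaf came from different batches of plants. A batch shared by the samples with the same number is a candidate explanation, and plants and sequencing runs cannot be told apart. Locus length had little relation to the shared difference (Spearman rho -0.079). A locus includes its introns, so this does not rule out an effect of transcript length, which was not tested. Whether stem belongs with one of the batches could not be settled: its difference from the mean of flower, silique and callus had a correlation of -0.24 with the shared difference, toward sample 1, where the same measure was 0.080 for flower, 0.161 for silique and 0.040 for callus. Stem has 1 sample, so tissue and batch cannot be told apart. No biological explanation was tested.

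The numbers of the replicates may be exchanged between the deposited table and the paper's supplement. Table S5 and Table S3 of the paper link 33 genes to transcripts with the paper's FPKM. The log2 difference of sample 2 over sample 1 here and in the paper's table had a correlation of -0.73 in root (permutation p = 1.0e-05, the smallest 100000 resamples can give) and -0.61 in leaf (permutation p = 7.0e-05). The depths bear on this but do not settle it. Implied fragments exceed the paper's reads in exons in root 1 (16417290 against 15718601) and leaf 1 (16193307 against 15117166), and in no other sample. A fragment gives at least 1 read, so the same mapped reads under these numbers would not give this. An exchange or another run of the processing could. Implied fragments are higher in samples 1 here and the paper's mapped reads are higher in samples 2, but stem, with 44014484 of the paper's mapped reads, has 8821452 implied fragments here, which an exchange within root and leaf does not account for. The genes are not independent replicates, and the sample names were kept as deposited.

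The number of expressed genes was higher by 1526 in root 1 than in root 2 and by 1503 in leaf 1 than in leaf 2, and samples 1 are deeper. With a minimum FPKM of 1 the gaps were 865 and 860, and 57.2% of the leaf gap was left. After thinning to equal depth the gaps were 631 and 591. Depth may account for part of the gaps, and these tests do not separate the rest from a batch.

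Whether the columns of Fig. 3D carry the labels of other samples was tested in 2 ways with opposite outcomes. The mean FPKM of expressed genes computed here had a Pearson r of 0.64 with the figure's first row in the printed order (exact permutation p = 0.096; Spearman rho 0.74, exact permutation p = 0.046; r 0.46 over 6 samples without the 2 farthest from the median). With callus moved to the first position r was -0.36 (exact permutation p = 0.38; Spearman rho -0.50, exact permutation p = 0.22; r 0.22 over 6 samples). By this test the printed order is nearer. Over the 10 rows of the figure, however, the 2 samples of root and of leaf differed by 0.23 on the log2 scale on average with callus first and by 0.59 as printed. Adjusted together by Benjamini-Hochberg, the 4 p-values were 0.192 and 0.183 in the printed order and 0.376 and 0.288 with callus first, so neither relation passed the correction. The question remains open.

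A few genes taking much of the FPKM were tested as an explanation for the smaller number of genes above 50 in every sample. Without the 4 most highly expressed genes of each sample, and with the rest scaled to the same summed FPKM, the count rose from 517 to 622 and stayed below the paper's 867, so this does not account for all of the difference.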
